A study of Mus musculus with 2 samples. Its data were reported in "Enhanced chromatin accessibility contributes to X chromosome dosage compensation in mammals" (2021).

How the data were processed

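The data were droplet single-cell 3' RNA-seq of unsorted mouse cells at day 16 of STEMCCA reprogramming, from 2 libraries that the labels put in 1 group. According to the study's methods the authors obtained raw read counts from CellRanger (version 2.1.1, mm10 reference 1.2.0) and imported them into Seurat (version 3.1.2). They kept cells with more than 1500 and fewer than 6000 detected genes and under 9% mitochondrial RNA. The methods do not call these counts UMIs, and they are taken as UMIs here. Whether doublets were removed is not given in the sources used here. The deposited values are on a natural log scale, as the natural log of 1 plus the UMIs of a gene divided by those of the cell and multiplied by 10000. This was checked on the table, which had 17408 genes and 7023 cells: brought back to a linear scale, each cell summed to 10000, and 100% of the values above 0 were whole multiples of the smallest value of their cell within 0.01. The UMIs per gene and cell could therefore be recovered, and the depths given here are their sums. The cells of each library were found by the barcode suffix in the labels, and no column was left unassigned. Per library the totals were 54145377 and 64654306 UMIs, and single cells had between 4753 and 60990 UMIs.

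Genes were placed on GRCm38, the assembly that mm10 denotes, with the GENCODE M21 annotation (16809 genes by symbol) and, for older symbols, RefSeq synonyms of the same assembly (435 genes). The other 164 genes had no unique place. There were 595 X-linked, 8 Y-linked and 16628 autosomal genes.

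Cells of both libraries were clustered together on the deposited log values. The 2000 most variable genes were chosen within each library and combined (scanpy version 1.11.5), after leaving out 612 genes, namely all X-linked and Y-linked genes, the reprogramming factors and the held-out genes. Values were scaled to unit variance with a maximum of 10, and 30 principal components, 15 nearest neighbours (scikit-learn version 1.9.0), a shared-neighbour graph and Leiden clustering at resolution 1 (leidenalg version 0.10.2) followed. Clusters were named from 97 markers of 11 classes that were fixed before the data were examined, of which 7 were not in the table. The markers were fixed then but the scoring rule was not, and it was set after the clusters had been seen: a cluster took the class with the largest share of its markers at least 2-fold (log2 of 1) above the other cells, if these were at least 3 and at least 50% of the class's markers in the table. It stayed unnamed where its 10 leading genes by fold held more markers of another class than of its own, or where its cells were far shallower than their library and none of its markers led it. All cells that the authors kept were used. Scrublet (through scanpy, expected rate 0.03) called 5 and 2 cells as doublets, which is too few for the caller to be taken as having worked.

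Class shares are given with exact (Clopper-Pearson) 95% binomial intervals. For expression, the profile of a class in a library was the mean over its cells of the linear values per 10000 UMIs, and a class needed 30 cells in both libraries. Only the pluripotent-like and fibroblast-like classes met this. The X-to-autosome ratio was the median over X-linked genes divided by the median over autosomal genes, for genes with a mean of at least 0.1 over all cells, and each autosome was set against the other autosomes as background. Differences between classes within a library were compared by an exact two-sided sign-flip test over the 2 libraries. For shares of cells with a UMI, each cell was thinned at random to 3000 UMIs, and as the shallowest cell had 4753 UMIs, 0 cells were left out. A count of 0 was read against a limit of 3 counts in the library. Differences per gene were tested with limma (version 3.58.1, R version 4.3.3) on log2(mean + 0.1), with terms for class and library and Benjamini-Hochberg adjustment over all genes tested, at a threshold of 0.05. The 4 profiles left little freedom for each gene, and limma shared the spread among genes, for 15.1 degrees of freedom in all. The test was tried on simulated data first, with 200 of 7131 genes changed 4-fold between the pluripotent-like and fibroblast-like profiles at the real depths: 98.0% were recovered, and 7.11% of the calls were unchanged genes. The noise between profiles was set alike for all genes (SD 0.093 on the log2 scale). In the data 5503 genes passed, among them genes with far smaller folds, so these rates do not carry over to the calls below. The ratio was tested likewise, by doubling the X-linked genes of the fibroblast-like profile (7131 genes), and came out at 1.98 against the 2 put in. Doubling every X-linked gene doubles their median, so this checked the computation only. It could not show how the choice of genes or class-specific expression moves the ratio. The libraries were compared by log2 ratios of their mean profiles with a pseudocount of 0.1 and no test. Transcript sequences were aligned with BLAST (version 2.17.0). Other steps used Python (version 3.11.15), numpy (version 2.4.6), scipy (version 1.17.1) and pandas (version 2.3.3).

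The genes named were fixed in advance: the held-out pluripotency genes; Xist and Tsix; Ddx3y, Eif2s3y, Kdm5d and Uty; the reprogramming factors; 12 X-linked genes that the study grouped by timing of reactivation and 16 transcription factors that it named, each list as counts with at most 4 genes in full, those with the largest fold (1 of the transcription factors is not reported here); the 5 X-linked genes with the largest increase and the 5 with the largest decrease among those past the threshold and changed the same way in both libraries; and the 5 genes with the highest and the 5 with the lowest ratio between the libraries. Genes that lead clusters are named to describe them. Alternatives fixed before the data were examined varied the clustering (resolution 0.5 and 2, 4000 variable genes, each library alone, doublets left out, markers per cell), the minimum mean, the summary of the ratio, the pseudocount (0.01 and 1), the profile (summed UMIs), the weight of classes, and the libraries used. Alternatives added after seeing the data were other rules for names, cells split by Y-linked UMIs, and equal weight to clusters. Allele-specific data and other time points of the study were not used here.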

Results

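Unsorted cells from day 16 of reprogramming to induced pluripotent stem cells (iPSCs) were profiled by droplet single-cell RNA-seq, in which each RNA molecule carries a unique molecular identifier (UMI). The cells carried STEMCCA, a doxycycline-inducible cassette of the reprogramming factors Pou5f1, Sox2, Klf4 and Myc. There were 2 libraries, both in 1 group, named replicate 1 and replicate 2 in the order of their records. Replicate 1 held 3109 cells and 54145377 UMIs, with a median of 15625 UMIs and 3321 detected genes per cell. Replicate 2 held 3914 cells and 64654306 UMIs, with a median of 14292 UMIs and 3026 detected genes per cell. All 7023 cells lay within the stated limits on genes per cell and mitochondrial RNA. The libraries are the replicates throughout and the cells are not. With 2 libraries an exact two-sided sign-flip test cannot give a p below 0.5, so differences are given for each library with the mean and the SD over both.

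The first question was which identities the unsorted cells had at day 16. Clustering without X-linked genes, Y-linked genes, the 4 reprogramming factors and 5 held-out pluripotency genes gave 16 clusters, numbered from 0 in order of size. Cluster 6 was pluripotent-like, with 10 of the 10 listed markers at least 2-fold above the other cells. It held 146 of 3109 cells in replicate 1 (4.70%, 95% exact binomial interval 3.98 to 5.50) and 391 of 3914 cells in replicate 2 (9.99%, interval 9.07 to 10.97). These intervals and those below cover counting error only. The mean was 7.34% ± 3.74 (SD, n = 2). The intervals of the libraries did not overlap, so these 2 shares differed by more than counting error. Apart from the use of 1 library alone, assigning cells by their own markers moved the mean share most, to 9.08%.

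Cluster 9 was fibroblast-like, with 9 of 11 listed markers at least 2-fold above the other cells. Its leading genes by fold were Spp1, Mmp3, Mmp13, Col10a1 and Penk, and its 10 leading genes held 1 fibroblast marker (Col3a1) and 1 marker of the senescent-like list (Mmp3). It held 257 cells in replicate 1 (8.27%, interval 7.32 to 9.29) and 179 cells in replicate 2 (4.57%, interval 3.94 to 5.28), with a mean of 6.42% ± 2.61 (SD, n = 2). The extent of this class depended on the rule for names, which was set after the clusters had been seen. Cluster 5 also had 9 of 11 fibroblast markers raised, but its 10 leading genes held the neural marker Ncam1 and no fibroblast marker, so it stayed unnamed. It made up 11.2% of the cells of replicate 1 and 6.39% of those of replicate 2. Cluster 10, led by cell-cycle genes, had 4 of 11 fibroblast markers raised and made up 5.89% and 3.60% of the cells. Cluster 8, led by Mmp11, had 2 raised and made up 5.31% and 7.38%. The alternative that moved the fibroblast-like share most, assigning cells by their own markers, gave 78.4%.

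Cluster 12 was epithelial-like (9 of 11 markers) and was nearly confined to replicate 1, with 64 cells there (2.06%, interval 1.59 to 2.62) and 4 cells in replicate 2 (0.102%, interval 0.0279 to 0.261). Cluster 4, led by Perp and the epithelial marker Krt19, had 2 of 11 epithelial markers raised and stayed unnamed. It made up 9.97% of the cells of replicate 1 and 8.02% of those of replicate 2. The near absence from replicate 2 is thus that of cluster 12 alone. Cluster 15 was macrophage-like (6 of 6 markers), with 4 cells in replicate 1 (0.129%, interval 0.0351 to 0.329) and 9 cells in replicate 2 (0.230%, interval 0.105 to 0.436). The remaining cells, 84.9% in replicate 1 and 85.1% in replicate 2, stayed unnamed, among them clusters 4, 5, 8 and 10. Pluripotent-like cells were deeper than the others, with a median of 28768 UMIs in replicate 1 and 26097 in replicate 2, against 13211 and 11237 in fibroblast-like cells.

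The next question was how X-linked expression differed between the pluripotent-like and fibroblast-like cells, as the inactive X chromosome is reactivated on the way to pluripotency. The median level of 220 X-linked genes was divided by that of 6882 autosomal genes with a mean of at least 0.1 UMIs per 10000. In pluripotent-like cells this X-to-autosome ratio was 1.26 in replicate 1 and 1.34 in replicate 2. In fibroblast-like cells it was 0.954 and 0.936. The difference was 0.355 ± 0.0647 (SD, n = 2; exact sign-flip p = 0.5, the smallest possible), higher in pluripotent-like cells in both libraries. Each of the 19 autosomes, set against the others in the same way, gave differences between -0.270 and 0.166 in replicate 1 and between -0.248 and 0.177 in replicate 2, so the X chromosome lay above all of them. In fibroblast-like cells the X chromosome lay within the range of the autosomes, with 13 of the 19 above it in replicate 1 and 15 in replicate 2. Of the alternatives set in advance the ratio of means moved the difference most, to 0.0918.

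Cells with and without Y-linked RNA were present in both libraries, which limits what the comparison of classes shows. At least 2 UMIs of Y-linked genes were found in 32.9% of the pluripotent-like cells of replicate 1 and in 39.1% of those of replicate 2. Among fibroblast-like cells, which were shallower, the shares were 21.01% and 22.3%. After thinning each cell to 3000 UMIs, 10.96% and 14.6% of pluripotent-like cells and 14.4% and 17.3% of fibroblast-like cells kept a Y-linked UMI. Within cells without a Y-linked UMI the X-to-autosome ratio was higher in the pluripotent-like class by 0.558 ± 0.0301 (SD, n = 2). Within cells with 2 or more Y-linked UMIs the difference was 0.0187 ± 0.0350, which is smaller than the spread between the libraries.

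**Figure D1:**
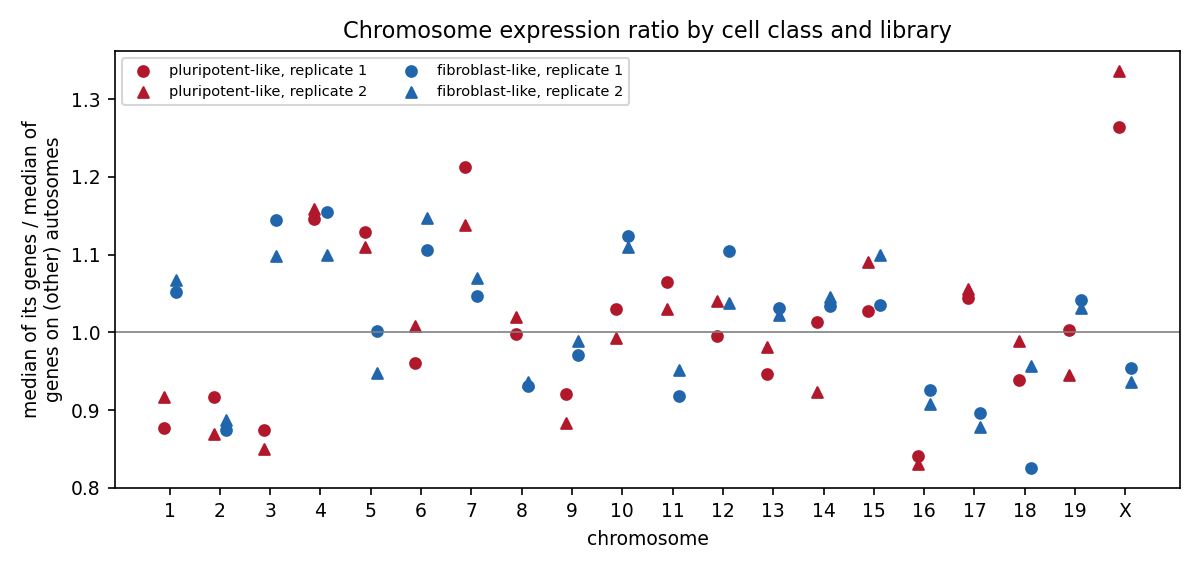
Ratio of the median expression of the genes of each chromosome (x axis) to the median of genes on the other autosomes (y axis, no unit), for pluripotent-like (red) and fibroblast-like (blue) cells of replicate 1 (circles) and replicate 2 (triangles). The X chromosome stands at 1.26 and 1.34 in pluripotent-like cells, above every autosome, and at 0.954 and 0.936 in fibroblast-like cells.

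Xist is the non-coding RNA that coats the inactive X chromosome (GRCm38, chromosome X, 103460366 to 103483254). Its mean level in pluripotent-like cells was 0.0889 per 10000 UMIs in replicate 1 and 0.207 in replicate 2. In fibroblast-like cells it was 5.47 and 5.06. The difference was -5.12 ± 0.376 (SD, n = 2; exact sign-flip p = 0.5), lower in pluripotent-like cells in both libraries. At 3000 UMIs per cell, Xist was detected in 3.42% and 4.35% of pluripotent-like cells and in 50.2% and 44.1% of fibroblast-like cells. Without thinning the shares were 18.5% and 22.3%, and 58.0% and 51.4%. As a background, the share at 3000 UMIs among all cells with 2 or more Y-linked UMIs was 2.75% in replicate 1 (median 19045 UMIs) and 3.74% in replicate 2 (median 18122 UMIs), so the shares in pluripotent-like cells lay close to the background at this depth. Without thinning the background was 11.7% and 13.7%, below the shares in pluripotent-like cells, which were deeper and include cells with Y-linked UMIs. Tsix, which overlaps Xist on the opposite strand (chromosome X, 103431517 to 103484957), was also lower in pluripotent-like cells (0.127 ± 0.0399 against 0.249 ± 0.0229, n = 2; limma log2 fold -0.63, SE 0.13, adjusted p 4.9e-04). Whether the counting used the strand is not given in the sources used here, so the values of Tsix are uncertain.

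**Figure D2:**
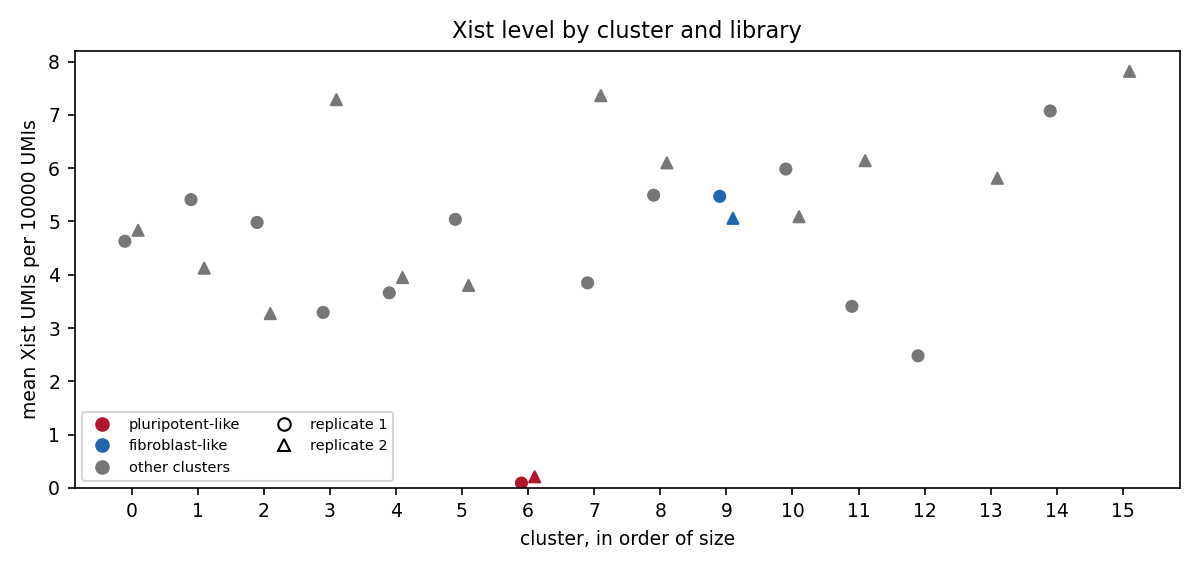
Mean Xist UMIs per 10000 UMIs (y axis) in each of 16 clusters (x axis, in order of size), with replicate 1 as circles and replicate 2 as triangles, shown where a library had at least 5 cells. The pluripotent-like cluster (red) stands at 0.0889 and 0.207, and the fibroblast-like cluster (blue) at 5.47 and 5.06.

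Gene by gene, limma was fitted to 1 profile per class and library, which left 4 profiles. Of 220 X-linked genes tested, 174 (79.1%) differed at an adjusted p below 0.05 after Benjamini-Hochberg correction over 7131 genes, and 88 were higher and 86 lower in pluripotent-like cells, each the same way in both libraries. Of 6882 autosomal genes, 5308 (77.1%) differed, and 2199 were higher and 3109 lower. Higher genes thus made up 50.6% of the X-linked and 41.4% of the autosomal calls. The median autosomal log2 fold was -0.18, and relative to it the median X-linked gene was higher by 0.24. Of the alternatives, a pseudocount of 1 and the fit without a filter on low values moved the X-linked count most, to 155 and 193.

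Among the X-linked genes past the threshold, the largest increases were those of Bex1 (ENSMUSG00000050071.8; log2 fold 4.80), Trap1a (4.33), Bex4 (3.90), Rhox5 (3.61) and Bex2 (3.29), with SEs between 0.13 and 0.14. Bex1, Bex2 and Bex4 belong to 1 gene family, and reads could have been split among them. The largest decreases were those of Bgn (-5.37), Xist (-4.48), Gpm6b (-3.08), Sh3bgrl (-2.95) and Timp1 (-2.89), with SEs between 0.13 and 0.17. The largest adjusted p of these 10 genes was 4.8e-11 (limma). Its size rests on the 15.1 degrees of freedom that limma gained by sharing the spread among genes. At a pseudocount of 1 the largest limma adjusted p of the 10 genes was 5.8e-05. Without the filter on low values, at 1.92 degrees of freedom, it was 0.030. All folds are on the scale of log2(mean + 0.1), which understates the change of low genes.

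The study had grouped X-linked genes by the timing of their reactivation. Of 12 such genes named in advance, 9 were tested, and 3 were higher and 6 lower in pluripotent-like cells. Of these 9, 7 passed the threshold over all genes tested and 7 when adjusted over the list alone. Of all X-linked genes tested 79.1% passed, so the calls do not single out this list. The list was drawn from allele-resolved cells of the study that were not used here. As alleles were not told apart, a higher or lower total level does not show whether a gene was reactivated. The largest folds were those of Timp1 (chromosome X, 20870166 to 20874735), at 1.34 ± 0.106 against 10.6 ± 0.560 per 10000 (n = 2), Sat1 (log2 fold -1.52), Egfl6 (-1.21) and Acot9 (0.94). Of 16 named transcription factors, Jun, Junb, Klf5 and Klf6 had taken part in the clustering and are not read as results. Of the other 12, 7 were tested, and all 7 passed over all genes and when adjusted over the list alone, 4 higher and 3 lower. Among autosomal genes 77.1% passed, so these calls do not single out the list either. Among the folds given here were those of Trp53 (log2 fold 1.86), Tcf7l2 (-1.35) and Tead1 (-1.05).

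The pluripotency genes held out of the clustering were asked whether the pluripotent-like class also stood apart by genes that had not defined it. Zfp42 (chromosome 8, 43295063 to 43306980) had a mean of 3.77 per 10000 in pluripotent-like cells of replicate 1 and 1.26 in replicate 2, against 0.00986 and 0.0166 in fibroblast-like cells (log2 fold 4.34, SE 0.24; limma adjusted p 2.5e-10). Tet1 (chromosome 10, 62804570 to 62908996) had 1.86 and 1.79 against 0.0458 and 0.0463 (log2 fold 3.72, SE 0.13; limma adjusted p 1.5e-12). Both were higher in 2 of 2 libraries, and 2 of 2 passed both over all genes and when adjusted over the list alone. Without the filter on low values Zfp42 no longer passed, with a limma adjusted p of 0.058, against at most 9.3e-04 in the other fits. Pecam1, Prdm14 and Dppa3 had means under 0.1 over all cells and were not tested in the fit. Dppa3 had 386 UMIs in pluripotent-like cells of replicate 1 and 806 in replicate 2, and 0 among 3819350 and 2335745 UMIs of fibroblast-like cells. Set against the limit of 3 counts in each library, its level was at least 120-fold higher in replicate 1 and at least 60.5-fold higher in replicate 2. Prdm14 also had 0 UMIs in fibroblast-like cells, and its level was at least 13.5-fold and 9.67-fold higher. Pecam1 had 59 UMIs in pluripotent-like and 3 in fibroblast-like cells of replicate 1, and 223 and 1 in replicate 2.

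Of the reprogramming factors, which were also kept out of the clustering, Pou5f1 (11.04 ± 0.464 against 0.116 ± 0.0742 per 10000, n = 2), Sox2 (2.91 ± 0.0561 against 0.0209 ± 0.0155) and Klf4 (1.13 ± 0.0141 against 0.251 ± 0.105) were higher in pluripotent-like cells. The log2 folds were 5.73, 4.64 and 1.83. Myc did not differ (0.0454 ± 0.0195 against 0.0507 ± 0.00625; log2 fold -0.06, SE 0.14, limma adjusted p 0.71). RNA of the cassette was not told apart from that of the cell's own genes. Of the Y-linked genes, Ddx3y was lower in pluripotent-like cells (0.110 ± 0.00237 against 0.305 ± 8.1e-05) and Eif2s3y was higher (0.253 ± 0.0688 against 0.168 ± 0.0641; limma adjusted p 0.011), while Kdm5d and Uty had means under 0.1 in both classes. Ddx3y and Eif2s3y each have an X-linked copy of similar sequence, so their counts are uncertain.

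The libraries were then compared with each other. The study used a pair of independent reprogrammable systems, but the labels do not say which library came from which, so the difference describes these libraries only and has no test. Of 7131 genes with a mean of at least 0.1 per 10000, 18 were at least 2-fold apart, 3 higher in replicate 2 and 15 higher in replicate 1. The count moved most with the pseudocount, to 4 at a pseudocount of 1 and to 51 at 0.01, and the balance between the libraries depended on the setting, with 7 higher in replicate 2 and 9 in replicate 1 when each named class had equal weight. The genes highest in replicate 2 were Rpl29 (10.7 per 10000 in replicate 1 and 29.98 in replicate 2; log2 ratio 1.48), Trf (1.43), Dppa5a (1.27), Pou5f1 (1.00) and Lyz2 (0.94). With equal weight given to each of the 11 clusters that had 30 cells in both libraries, the log2 ratios of these genes were 1.46, 0.14, 0.28, 0.14 and 0.06. The genes highest in replicate 1 were Gm10709 (8.14 per 10000 against 0.132; log2 ratio -5.15), Rpgrip1 (-1.75), Penk (-1.69), Tnfrsf11b (-1.37) and Mylk (-1.36). With equal weight to each cluster their log2 ratios were -5.16, -1.80, -1.50, -0.88 and -1.02, so Tnfrsf11b was then less than 2-fold apart. Gm10709 (chromosome 9, 7751725 to 7752204) is annotated as a processed pseudogene whose sequence is 99.2% identical to the Rpl29 transcript, so the values of both genes are uncertain. Xist differed little between the libraries (4.55 and 4.67 per 10000; log2 ratio 0.04).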

Values the study reported

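The study inferred regulatory networks on an atlas of 57536 cells that joined these droplet data with its own full-length single-cell data and a published dataset, of which 50,000 cells had been drawn at random.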

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

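The alternatives named here were fixed before the data were examined, except for the other rules for names, the splits by Y-linked UMIs and the equal weight to clusters, which were chosen after seeing the data.

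The pluripotent-like share lay between 7.32% and 9.08% under the other clusterings, rules for names and the doublet filter. Each library alone gave between 4.70% and 9.99%, so the mean rests on libraries that differ, and without replicate 1 or replicate 2 it is that of the other. The fibroblast-like share was not stable. It was 4.17% at resolution 0.5, 13.3% at resolution 2, 13.1% with 4000 variable genes, 15.9% with each library clustered alone and 78.4% from markers per cell, and the cause was not tested. With names given without the condition on the leading genes it was 15.2%, and with names from fewer markers as well 19.9%; both take in clusters left out of the class above by construction. Between single libraries it ranged from 4.57% to 8.27%. It is best read as the share of 1 cluster. Leaving out predicted doublets changed the cells by too few to test anything about doublets, although the clusters it gave put the fibroblast-like share at 8.80%.

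The X-to-autosome difference kept its direction in all 14 settings, between 0.0187 and 0.558. It was smaller with genes at a mean of at least 0.5 (0.200), with no minimum (0.182), with the ratio of means without Xist (0.0918) and with the genes at 0.1 or more in both classes (0.137); the cause was not tested. It was 0.558 within cells without a Y-linked UMI and 0.0187 within cells with 2 or more, where replicate 1 had the opposite sign (-0.00598). Single libraries gave 0.310 and 0.401. The Xist difference was -4.24 at resolution 0.5, -4.73 with 4000 variable genes, -4.63 without the condition on the leading genes and -8.16 within cells without a Y-linked UMI. As a difference in shares of cells with a UMI it was -43.3 percentage points after thinning and -34.3 without. Single libraries gave between -5.38 and -4.85. Its sign was the same in each of these, and the cause of the changes in size was not tested.

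The count of X-linked genes past the threshold stayed within 1.5 times of 174, between 155 and 193, and of the 174 genes 125 were called again without the filter on low values. The fit with only the 2 classes compared was identical by construction, as no other named class had 30 cells in both libraries. Without replicate 1 or replicate 2 no residual degrees of freedom were left, so these counts have no such value. The excess of the median X-linked log2 fold over the autosomal one, 0.24, ranged from 0.01 without the filter to 0.34 at a pseudocount of 0.01, and was 0.21 in replicate 1 and 0.19 in replicate 2. The held-out genes gave 2 calls in each fit with the filter. Without it all 5 were tested, 3 passed over all genes and 5 when adjusted over the list alone. Of 38 named genes tested between the classes, 8 lost the threshold under some alternative, namely Eif2s3y, Klf4, Klf6, Tead1, Tsix, Uba1, Usp9x and Zfp42, and none changed sign except Myc, which was not called and whose log2 fold was -0.24 without replicate 1 and 0.12 without replicate 2.

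The count of genes 2-fold apart between the libraries, 18, was 7 with a minimum mean of 0.5, 4 at a pseudocount of 1, 51 at a pseudocount of 0.01 and 9 with equal weight to each cluster. The pseudocount alone thus moved the count between 4 and 51. Of the 4 genes at a pseudocount of 1, 2 were higher in replicate 2 and 2 in replicate 1, and of the 51 at a pseudocount of 0.01, 16 and 35 were. Giving equal weight to the named classes left a count of 16, of which only 7 were among the 18.

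Depth limits the calls per cell. Y-linked RNA was at 0.518 and 0.591 UMIs per 10000 in fibroblast-like cells, whose median depth was 13211 and 11237 UMIs. Cells without a Y-linked UMI may therefore include cells with a Y chromosome, and differences such as the 0.558 above may be understated.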

Other observations

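The patterns here were noticed in the data. The tests on the mixture of cells, free RNA, a second active X chromosome, genes of the pluripotent program, cell composition, the sum of Rpl29 and Gm10709 and single founder cells were chosen only after the result was seen. The labels give no sex, clone or strain, so each explanation is a hypothesis found and tested on the same data.

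Xist and Y-linked RNA marked separate cells in both libraries. In replicate 1, 43.9% of cells had 4 or more Xist UMIs and 22.3% had 2 or more Y-linked UMIs. In replicate 2 the shares were 41.7% and 22.5%. Only 12 cells in replicate 1 and 20 in replicate 2 had both, against 304 and 368 by chance, which is at most 5.43% of the chance number. Free RNA would give Xist alike to cells with and without Y-linked RNA, but at 3000 UMIs the share of cells with Xist differed by at least 59.7 percentage points between them. This is consistent with cultures that each held a mixture of XX and XY cells, for instance from embryos of both sexes. It bears on any X-linked comparison in these cells that does not separate them.

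In the pluripotent-like class the X-to-autosome ratio, here without Xist, separated along the same line. It was 1.496 in replicate 1 and 1.58 in replicate 2 in the cells without a Y-linked UMI (82 and 205 cells), and 0.936 and 1.02 in those with 2 or more (48 and 153 cells). The former was 1.60 and 1.55 times the latter. In fibroblast-like cells the ratios were 0.9498 and 0.977 without and 0.937 and 0.965 with Y-linked UMIs, and over 9 other clusters the differences lay between -0.0824 and 0.134. Of 219 X-linked genes, 89.5% were higher in the pluripotent-like cells without Y-linked UMIs in each library, against 44.9% and 38.4% of autosomal genes, while in fibroblast-like cells 47.9% and 41.6% of X-linked genes were.

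Several other explanations were argued against. Among cells of 20000 to 35000 UMIs the difference was at least 0.557, so depth did not account for it. Without the 20 most abundant X-linked genes it was at least 0.539, but a median hardly depends on a few abundant genes. That check could thus not decide whether such genes made the difference. The share of X-linked genes that were higher, 89.5%, counts each gene once and argues against a few genes as the source. The autosomes gave differences between -0.0753 and 0.0642 over all cells of the 2 groups. Among cells of 20000 to 35000 UMIs the autosomes lay between -0.114 and 0.137, still below the X chromosome. A later stage in the cells without Y-linked RNA was not seen, as their mean marker level minus that of cells with 2 or more Y-linked UMIs was -0.0176 and -0.0305 on the natural log scale. Among cells with 2 or more Y-linked UMIs, those with the higher marker level had a ratio higher by at most 0.0636; in cells without, it was higher by 0.0258 in replicate 1 and 0.121 in replicate 2, which is above the autosomes there. X-linked genes that belong to the pluripotent program should raise the ratio in cells with Y-linked RNA too, but there the pluripotent-like class was above the fibroblast-like class by at most 0.0567. A candidate explanation for what remains is a second active X chromosome in pluripotent-like cells without a Y chromosome, in line with 89.5% of X-linked genes being higher. Of these cells, 68 of 82 in replicate 1 and 148 of 205 in replicate 2 had no Xist UMI, and 0 and 10 had 4 or more. The ratio in those without a Xist UMI was 1.498 and 1.51. The labels do not give the sex of the cells, and no alleles were read, so reactivation and the outgrowth of cells that never silenced an X chromosome stay open.

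The sum over X-linked genes gave another picture of the cells with Y-linked RNA. X-linked UMIs were 3.16% and 3.29% of autosomal UMIs in pluripotent-like cells with 2 or more Y-linked UMIs, and 4.17% and 4.34% in fibroblast-like cells, although the ratios of medians were alike. Abundant fibroblast genes such as Timp1 and Bgn enter the sum but hardly move the median. No explanation was tested for this difference.

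Of the 18 genes at least 2-fold apart between the libraries, 3 were so in each of the 11 clusters with 30 cells in both, namely Rpl29, Rpgrip1 and Gm10709. Cell composition would not leave Gm10709 and Rpl29 apart within all 11 clusters. The Gm10709 transcript aligned to Rpl29 over its whole length of 480 bases at 99.167% identity with 4 mismatches, so reads of Rpl29 may be placed at the pseudogene in replicate 1, for instance through a sequence variant in that culture. An exchange between these genes alone would keep their sum, which was 18.8 per 10000 in replicate 1 and 30.1 in replicate 2, a ratio of 1.60. Reads lost to further copies, or a true difference in level, stay open. A variant would be a marker that tells the cultures apart, and the reads, not used here, would show it.

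Transcripts of the pluripotent-like class were found in other cells. Dppa5a was detected in 27.1% of all cells of replicate 1 and 46.4% of replicate 2, and in 25.3% and 38.0% of fibroblast-like cells. For 8 genes with a level of at least 1 per 10000 in the class in replicate 1, namely 6 markers, Pou5f1 and Sox2, the median level in fibroblast-like cells was 0.474% of that in the class in replicate 1 and 1.11% in replicate 2. The ratio between the libraries, 2.34, is close to that of the share of all UMIs found in pluripotent-like cells (7.81% and 16.0%, a ratio of 2.05). With the held-out genes Zfp42 and Tet1, which reach the same level, the ratio was 2.59 over 10 genes, and also without Pou5f1 and Sox2, whose RNA could come from the cassette. The part was not alike for each gene, however. Over the 10 genes it ranged from 0.262% to 2.46% in replicate 1 and from 0.318% to 2.58% in replicate 2. Tet1 (2.46% and 2.58%), Tdh (1.98% and 2.00%) and Dppa4 (0.357% and 0.318%) did not follow the ratio, on at most 17 UMIs each per library. Free RNA from pluripotent-like cells may contribute, but it cannot be told apart here from low expression in the fibroblast-like cells, since the UMIs per gene are few.

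Some small clusters came almost wholly from 1 library. The epithelial-like cluster had 64 of its 68 cells in replicate 1, and cluster 13, led by Trf and Saa3, had 41 of its 42 cells in replicate 2. Growth from a single founder cell could give this, but the epithelial-like cluster held 15 cells with Y-linked RNA and no Xist beside 19 with Xist and no Y-linked RNA, and cluster 13 held 8 and 22. Both thus seem to come from more than 1 founder if the RNAs mark the sex of a cell. Other differences between the cultures were not tested.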
